# Mast cells decrease efficacy of anti-angiogenic therapy by secreting matrix-degrading granzyme B

**DOI:** 10.1038/s41467-017-00327-8

**Published:** 2017-08-16

**Authors:** M. Wroblewski, R. Bauer, M. Cubas Córdova, F. Udonta, I. Ben-Batalla, K. Legler, C. Hauser, J. Egberts, M. Janning, J. Velthaus, C. Schulze, K. Pantel, C. Bokemeyer, S. Loges

## Abstract

Resistance towards VEGF-centered anti-angiogenic therapy still represents a substantial clinical challenge. We report here that mast cells alter the proliferative and organizational state of endothelial cells which reduces the efficacy of anti-angiogenic therapy. Consequently, absence of mast cells sensitizes tumor vessels for anti-angiogenic therapy in different tumor models. Mechanistically, anti-angiogenic therapy only initially reduces tumor vessel proliferation, however, this treatment effect was abrogated over time as a result of mast cell-mediated restimulation of angiogenesis. We show that mast cells secrete increased amounts of granzyme b upon therapy, which mobilizes pro-angiogenic laminin- and vitronectin-bound FGF-1 and GM-CSF from the tumor matrix. In addition, mast cells also diminish efficacy of anti-angiogenic therapy by secretion of FGF-2. These pro-angiogenic factors act beside the targeted VEGFA–VEGFR2-axis and reinduce endothelial cell proliferation and angiogenesis despite the presence of anti-angiogenic therapy. Importantly, inhibition of mast cell degranulation with cromolyn is able to improve efficacy of anti-angiogenic therapy. Thus, concomitant mast cell-targeting might lead to improved efficacy of anti-angiogenic therapy.

## Abstract (web summary)

Resistance towards VEGF-centered anti-angiogenic therapy is an important clinical challenge. Here, the authors show that mast cells mediate resistance to anti-angiogenetic inhibitors by altering the proliferative and organizational state of endothelial cells through mobilization of FGF-1 and GM-CSF from the tumor matrix and secretion of FGF-2.

## Introduction

Tumor angiogenesis represents an attractive therapeutic target because of its negligible role in physiologic conditions^1, 2^. Anti-angiogenic therapy (AAT) became an important treatment option resulting in approval of more than ten angiogenesis inhibitors for cancer treatment^3^.

Due to the central role of VEGFA in pathological angiogenesis^4, 5^, the majority of approved anti-angiogenic drugs are either targeting VEGF or its receptors. Although many cancer patients substantially benefit from AAT, resistance remains an important clinical challenge. Some cancers including pancreatic cancer and breast cancer do not or only minimally respond to AAT^6–8^. Other cancer types such as colorectal cancer or renal cancer are more sensitive to this treatment but a significant fraction of patients still do not respond upfront and in responding patients the therapeutic benefits are mostly not durable^9, 10^. In the recent neoadjuvant Phase 3 Gepar Quinto (G5) trial, patients with HER2-negative newly diagnosed localized breast cancer were treated with standard chemotherapy with or without the anti-VEGF antibody bevacizumab^11^. Although addition of bevacizumab significantly improved the pCR rate, progression-free survival, and overall survival were not increased after 3.8 years of follow-up^12^.

Possible reasons for lack or loss of efficacy of anti-angiogenic drugs include hypoxia-triggered upregulation of pro-angiogenic factors besides the VEGF axis and the recruitment of resistance-conferring cell populations, such as tumor-associated macrophages, myeloid-derived suppressor cells (MDSC), or cancer-associated fibroblasts^1, 13–15^. However, targeting those cells remains difficult due to lack of specific inhibitors that could be used for clinical trials. Consequently, not much progress has been made so far in improving efficacy of angiogenesis inhibitors in cancer patients.

Mast cells (MC) have been considered as innocent bystanders in tumor biology for a long time. However, some studies link MC to angiogenesis, because they accumulate in tumors before the onset of angiogenesis and reside in close proximity to blood vessels^16^. In other investigations, MC density correlates with microvessel density (MVD) and prognosis of cancer patients^17, 18^. Furthermore, in a model of pancreatic cancer, genetic ablation of MC reduced intratumoral MVD, which led to decreased cancer growth^19^.

Here, we uncover that MC directly and indirectly mediate decreased sensitivity of tumors towards AAT. This mechanism hampers the efficacy of AAT and its inhibition could open up therapeutic avenues to improve AAT.

## Results

### Mast cells impair efficacy of AAT in vivo

In a first step, we analyzed if the presence of MC influences efficacy of the anti-VEGFR2 antibody DC101. Therefore, we injected Panc02 cells into the flanks of C57BL/6J (WT) or MC-deficient Kit^W-sh^ (Wsh) mice, and treated the mice with a sub-maximal dose of DC101 (20 mg/kg).

MC-deficiency reduced tumor growth by 37 ± 19% (*n* = 5–8; *p* = 0.07; one-way ANOVA). Interestingly, DC101 treatment reduced tumor volume and weight more pronouncedly in the absence of mast cells (WT: 24 ± 17%, *n* = 8, *p* = 0.19 and Wsh: 68 ± 12%, *n* = 5; *p < 0.05; one-way ANOVA) (Fig. 1a, b). The effect could be validated in a second syngeneic tumor model (EL4 lymphoma), although it was less pronounced (Fig. 1c, d).

**Fig. 1:**
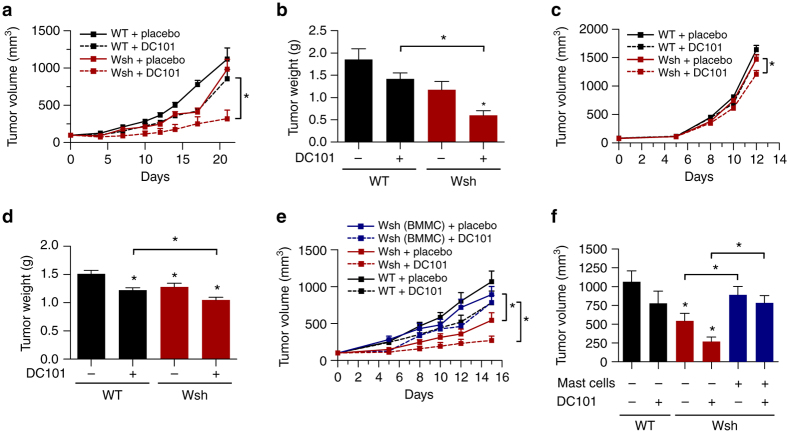
Mast cells impair the efficacy of AAT. **a** Subcutaneously growing Panc02 tumors. Cells were injected into the flanks of C57Bl/6J (WT) or MC-deficient (Wsh) mice and the animals received treatment with placebo or 20 mg/kg DC101 (*n* = 8/8/5/5; *p < 0.05; two-way ANOVA). **b** Weight of end-stage Panc02 tumors at day of euthanasia (*n* = 8/8/5/5; *p < 0.05; one-way ANOVA). **c** Subcutaneously growing EL4 tumors. Cells were injected into the flanks of C57Bl/6J (WT) or MC-deficient (Wsh) mice and the animals received treatment with placebo or 20 mg/kg DC101 (*n* = 5/5/5/5; *p < 0.05; two-way ANOVA). **d** Weight of end-stage EL4 tumors at day of euthanasia (*n* = 5/5/5/5; *p < 0.05; one-way ANOVA). **e**, **f** Kinetic (**e**) or end-stage (**f**) tumor volume of subcutaneously growing Panc02 tumors with or without adoptive transfer of MC. After randomization animals received treatment with placebo or 20 mg/kg DC101 (*n* = 9/9/7/6/7/5; *p < 0.05; two-way ANOVA and one-way ANOVA). Results are shown as representative means ± s.e.m

By co-injecting fully functional bone marrow-derived MC (BMMC) (Supplementary Fig. 1a, b) and Panc02 cells into MC-deficient Wsh mice, we could restore tumor growth and decrease sensitivity of tumors towards DC101 to similar levels as observed in WT animals (Fig. 1e, f). Hence, MC specifically decrease sensitivity of tumors towards AAT.

### Mast cell-deficiency and AAT induce additive effects

In order to investigate the underlying reasons for the reduced efficacy of AAT in the presence of MC we performed histological analyzes of tumor sections.

In concordance with literature, MVD was lower in MC-deficient tumors (Fig. 2a, b). Moreover, DC101 treatment was less effective in reducing MVD when MC were present (treated WT: 36 ± 1 vessels/mm^2^, treated Wsh: 21 ± 1 vessels/mm^2^; *n* = 5–8; *p < 0.05; one-way ANOVA). Thus, MC impair DC101-mediated vessel pruning.

**Fig. 2:**
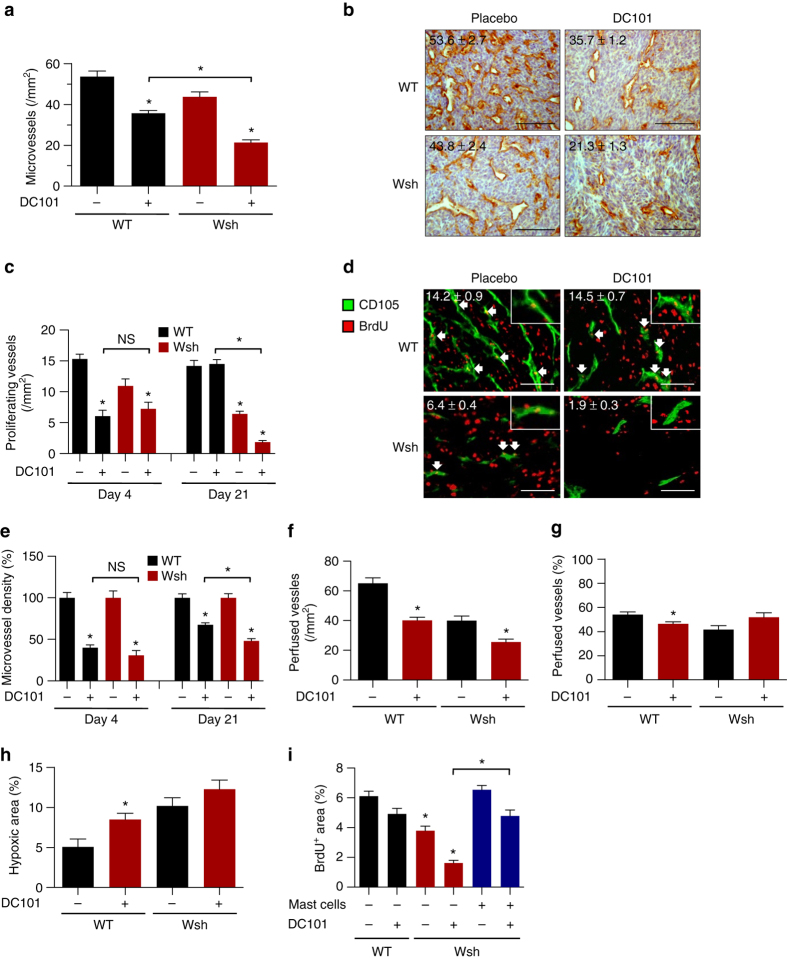
Mast cell-deficiency and AAT induce additive anti-angiogenic effects by reducing endothelial cell proliferation without affecting vessel functionality. **a** Histomorphometric quantification of CD31^+^ microvessels in Panc02 tumor sections. Results are shown for C57Bl/6J (WT) and MC-deficient (Wsh) mice treated with placebo or 20 mg/kg DC101 (*n* = 8/8/5/5; *p < 0.05; one-way ANOVA). **b** Representative images of CD31^+^ tumor sections are displayed and their quantification is shown in each panel. *Scale bar* represents 100 µm. **c**–**e** Histomorphometric quantification of BrdU^+^ CD105^+^ proliferating (**c**) and CD31^+^ total (**e**) tumor microvessels (*n* = 7/7/6/6; *p < 0.05; one-way ANOVA). **d** Representative images of BrdU^+^ CD105^+^ tumor sections. *Arrows* indicate examples of proliferating microvessels and their quantification is shown in each panel. Inlets show details of proliferating endothelial cells. *Scale bar* represents 100 µm. Results are shown for C57Bl/6J (WT) and MC-deficient (Wsh) mice transplanted with Panc02 tumors that were treated for 4 or 21 days with placebo or 20 mg/kg DC101. **f**, **g** Histomorphometric quantification of CD31^+^ FITC-Lectin^+^ microvessels in Panc02 tumor sections displayed as absolute (**f**) or relative (**g**) values (*n* = 8/8/5/5; *p < 0.05; one-way ANOVA). **h** Histomorphometric quantification of Pimonidazole^+^ hypoxic areas from Panc02 tumor sections. Results are shown for C57Bl/6J (WT) and MC-deficient (Wsh) mice treated with placebo or 20 mg/kg DC101 (*n* = 6/7/4/4; *p < 0.05; one-way ANOVA). **i** Histomorphometric quantification of BrdU^+^ area from Panc02 tumor sections. Panc02 tumor cells were transplanted alone or in combination with BMMC into the flanks of C57Bl/6J (WT) or MC-deficient (Wsh) mice. After randomization animals received treatment with placebo or 20 mg/kg DC101 (*n* = 9/9/7/6/7/5; *p < 0.05; one-way ANOVA). Results are shown as representative means ± s.e.m

Since MC can stimulate the proliferation of endothelial cells (EC) in vitro and in vivo^20, 21^, we investigated whether MC-mediated induction of vessel proliferation counteracts the anti-angiogenic effect of DC101.

Consistent with published data we observed a profound inhibitory effect of DC101 on vessel proliferation after 96 h (Fig. 2c, d) regardless of presence or absence of MC^22^. Interestingly, this anti-proliferative effect of DC101 on EC was completely abrogated after 21 days in WT mice, whereas vessel proliferation further decreased under treatment in the absence of MC. Similar data were obtained upon quantification of MVD (Fig. 2e). These findings suggest that MC might counteract the anti-angiogenic effect of VEGFR2 inhibition by induction of EC proliferation in vivo.

Decreased MVD upon AAT can compromise tumor perfusion, which leads to hypoxia and subsequent therapy resistance^3, 23, 24^. By quantifying FITC-Lectin^+^ perfused vessels in end-stage tumors, we found that DC101 treatment of MC-deficient mice only slightly further reduced the mean number of perfused vessels compared to DC101-treated WT mice (Fig. 2f). Moreover, due to reduced vessel numbers in DC101-treated Wsh mice, the relative fraction of perfused vessels after treatment slightly increased in the absence of MC (Fig. 2g). Consequently, intratumoral hypoxia increased upon treatment of WT mice with DC101 (Fig. 2h); however, hypoxia levels were similar in control-treated Wsh mice and non-significantly increased upon treatment of Wsh mice with DC101. Thus, MC deficiency in combination with DC101 does not further compromise vessel functionality.

Increased tumor angiogenesis promotes proliferation of tumor cells due to enhanced supply of oxygen and nutrients^25^. In concordance, we observed a correlation between MVD and tumor cell proliferation (*r* ^2^ = 0.93; *p < 0.05; Pearson correlation; Supplementary Fig. 2). Consistently, the proliferative fraction of tumors was reduced in Wsh mice compared to WT mice and DC101 treatment decreased tumor cell proliferation further(Fig. 2i). This effect was abrogated after adoptive transfer of MC.

As MC-deficiency impairs tumor growth in vivo, we determined whether the anti-tumor effects of MC-deficiency and DC101 are additive or whether the efficacy of DC101 is higher in the absence of MC. The relative DC101-induced decrease of tumor weight, MVD, vessel proliferation, and tumor proliferation was more pronounced in Wsh than in WT Panc02 tumor-bearing mice (Supplementary Fig. 3a–d). The relative reduction of tumor weight of DC101-treated Panc02 tumors was 49% in MC-deficient mice vs. only 23% in WT mice (*n* = 5; *p < 0.05; one-way ANOVA). Accordingly, in the gain-of-function experiment the efficacy of DC101 vs. placebo control is significantly lower after adoptive transfer of mast cells in comparison to the group without mast cell transfer (Supplementary Fig. 3e). Analyzing the EL4 tumor model revealed an additive effect of DC101 and MC deficiency (Fig. 1d).

Altogether, our data indicate that MC promote vessel proliferation by mechanisms, which act independently of the VEGF–VEGFR2 axis and thereby contribute to decreased sensitivity of tumors towards DC101.

### AAT induces expression of ECM-degrading proteases in mast cells

In a next step we wished to understand how MC mediate vessel proliferation in the presence of DC101. Histomorphometric analyses revealed that AAT does not change number or degranulation status of tumor-infiltrating MC (Supplementary Fig. 4a, b).

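The expression of MC was compared between tumors and peritoneum and between placebo and DC101, an antibody that blocks the mouse VEGF receptor 2. The mice were C57Bl/6J animals bearing subcutaneous Panc02 tumors, which come from a mouse pancreatic cancer line. They were assigned at random to placebo or 40 mg/kg DC101 once tumors measured 100 mm3. MC were sorted by flow cytometry from tumors and from peritoneal lavage with markers that included CD45, CD117 (KIT) and the IgE receptor FcεRI. RNA was measured on single-colour Affymetrix mouse gene arrays, with 2 arrays in each of the 4 groups. The authors made the deposited values with RMA, which corrects for background, normalizes between arrays and gives 1 log2 value per transcript cluster. The table held 24111 transcript clusters, of which 21508 had 1 gene symbol in the array annotation, 566 had several and 2037 had none. The array medians on the log2 scale were 3.44 and 3.46 (tumor, placebo), 3.45 and 3.41 (tumor, DC101), 3.44 and 3.45 (peritoneum, placebo) and 3.43 and 3.34 (peritoneum, DC101). The scale is known to be log2, values were not centred, and single-colour arrays leave no direction open. Across clusters, the correlation between the 2 arrays of a group lay between 0.974 and 0.986. Each cluster was fitted with limma, with 1 mean per group and a spread shared over all 8 arrays. A gene was counted at the study's thresholds when its unadjusted p was under 0.05 and its log2 fold change was at least 1 in size. The words rose, fell and changed are used only for genes with a Benjamini-Hochberg adjusted p under 0.05. The sources used here do not say whether replicate arrays came from separate mice, so p-values measure only the spread between these arrays, which can be technical. The number of arrays limits the precision.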

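At the study's thresholds, 29 transcript clusters differed between DC101 and placebo in both tumor and peritoneal MC. Of these, 13 were higher with DC101 in both compartments, among them Chil3, a chitinase-like lectin of myeloid cells, Lyve1, a hyaluronan receptor, Ctsk, a matrix-degrading cathepsin, and the interferon gene Ifnz. Another 5 were lower in both, including Apoo, which encodes a mitochondrial lipoprotein, with a log2 fold change of −1.27 in tumor MC and −1.01 in peritoneal MC. The remaining 11 went in opposite directions. Gzmb, Mcpt8 and A530040E14Rik were among the 6 that were higher in tumor MC and lower in peritoneal MC. Fcrls, an Fc receptor-like gene of myeloid cells, and Itga2, the integrin α2 chain, were among the 5 with the reverse pattern. Itga2 had a log2 fold change of −1.34 in tumor MC and 2.55 in peritoneal MC. The 29 clusters came from 164 in tumor MC (92 higher and 72 lower) and 1418 in peritoneal MC (741 higher and 677 lower). Independent lists of 164 and 1418 would share 9.6 clusters. Both comparisons use 1 spread per cluster, and the clusters themselves differ in spread. Simulated data with no change, which do not separate these, gave lists of 78 and 81 clusters that shared 6. These lists are shorter than the real ones, so the 6 is no reference value for the 29. Across all clusters, the log2 fold changes of both compartments were nearly unrelated (Pearson's r = 0.0094, Spearman's rho = 0.0090), and genes are not independent replicates. After adjustment for the 24111 clusters, 1105 changed in peritoneal MC (599 rose and 506 fell) and 0 changed in tumor MC by limma. In tumor MC, 1215 clusters had an unadjusted p under 0.05, where 1206 are expected by chance, and limma's nested F-test with adjusted p called 20. The nested F-test adjusts over both compartments together. Its tumor calls therefore also draw on the peritoneal changes, and do not show that tumor changes pass correction by themselves. Without replicate 1 and 2 of tumor placebo the tumor count at the study's thresholds was 308 (145 higher and 163 lower) and 416 and the shared count 49 and 69, and without those of tumor DC101 they were 248 and 326, and 37 and 49, with Apoo (−0.85), Itga2 (−0.91), Chil3 (0.77) and Ctsk (0.57) under the fold threshold in tumor MC without replicate 1 of DC101. The adjusted count in peritoneal MC was 33 without moderation (23 of the 1105 among them), 453 with this compartment alone, 715 without either array of tumor DC101, 628 and 311 without replicate 1 and 2 of peritoneal placebo, and 617 and 656 without those of peritoneal DC101.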

Microarray analyses of tumor resident and peritoneal MC indicated that only five genes were significantly deregulated in response to DC101 treatment in both compartments (*p < 0.05, logFC ≥ 1.0; *f*-test) (Fig. 3a, b).

**Fig. 3:**
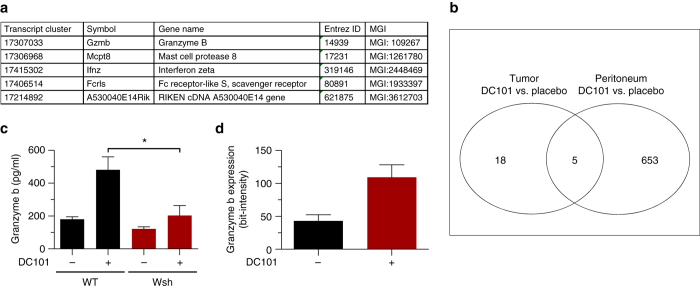
Mast cell-derived granzyme b is upregulated upon AAT. Panc02 cells were transplanted into the flanks of C57Bl/6J mice and animals were treated with placebo or 40 mg/kg DC101. Tumor resident MC were sorted from treated and untreated end-stage tumors as well as from the peritoneal cavity of mice. **a** Differentially regulated genes that overlap in all comparisons. **b** Venn diagram showing the overlap of regulated genes (*p < 0.05; *f*-test). **c** ELISA measuring mouse granzyme b levels in tumor lysates (*n* = 5/5/5/5; *p < 0.05; one-way ANOVA). **d** Histomorphometric quantification of GZMB signal intensities in tryptase^+^ tumor resident MC. Results are shown for C57Bl/6J mice transplanted with Panc02 tumors that were treated with placebo or 20 mg/kg DC101 (*n* = 8/8; *p < 0.05; two-tailed *t*-test). Results are shown as representative means ± s.e.m

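Of the 5 genes listed in Fig. 3a, 3 were higher in tumor MC and lower in peritoneal MC after DC101, 1 showed the reverse and 1 was higher in both. Gzmb, a serine protease known from cytotoxic granules, had a log2 fold change of 1.36 (SE 0.26) in tumor MC and −3.89 (SE 0.26) in peritoneal MC. Mcpt8, a granule protease of mouse basophils and MC, had a log2 fold change of 1.71 (SE 0.28) in tumor MC and −2.60 (SE 0.28) in peritoneal MC. A530040E14Rik, a transcript of unknown function, had a log2 fold change of 1.23 (SE 0.21) in tumor MC and −1.50 (SE 0.21) in peritoneal MC. For Fcrls the values were −1.69 (SE 0.31) in tumor MC and 3.05 (SE 0.31) in peritoneal MC. Ifnz, a type I interferon gene, was the gene higher in both, by 1.01 (SE 0.18) in tumor MC and 2.32 (SE 0.18) in peritoneal MC. Its placebo means were 2.93 in tumor MC and 3.18 in peritoneal MC, and that of A530040E14Rik was 2.73 in tumor MC. These lie below the median cluster (3.48) and cannot be separated from background, so the sizes of these differences are uncertain. In limma, Ifnz and Fcrls rose and Gzmb, Mcpt8 and A530040E14Rik fell in peritoneal MC, with adjusted p between 0.00029 and 0.0067. In tumor MC, limma's adjusted p lay between 0.58 and 0.61. Its nested F-test, which also draws on the peritoneal changes of the same genes, called all 5. The response differed between the compartments for Gzmb (adjusted p = 0.00078 for the interaction in limma), Mcpt8 and Fcrls (adjusted p = 0.0052 each) and A530040E14Rik (adjusted p = 0.0084). For Ifnz the difference did not pass (adjusted p = 0.061 in limma). Without moderation 0 clusters passed for the interaction, so these calls depend on moderation. Without replicate 2 of tumor DC101, the tumor log2 fold change was 0.995 for Gzmb and 0.965 for Ifnz, under the fold threshold of the study, and for Ifnz it was 0.977 without replicate 1 of tumor placebo. The array annotation gives the cluster of Ifnz another symbol and the cluster of A530040E14Rik none, so the names of Fig. 3a were used.

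**Figure D1:**
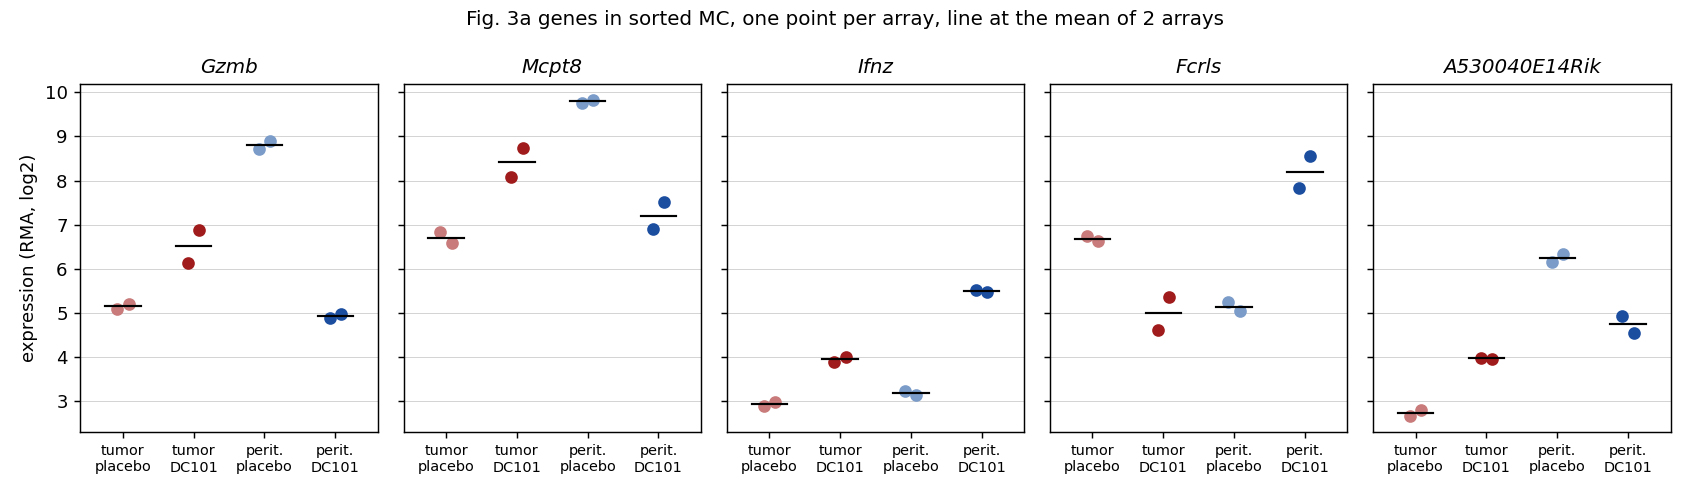
Expression of the 5 genes of Fig. 3a in sorted MC. The vertical axis is the RMA value on the log2 scale, each point is 1 array, the horizontal line is the mean of the 2 arrays of a group, and colors separate tumor from peritoneal MC and placebo (light) from DC101 (dark). In each panel both DC101 arrays lie on the same side of both placebo arrays within each compartment, and Gzmb moves from a mean of 8.82 to 4.93 in peritoneal MC and from 5.15 to 6.51 in tumor MC.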

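In peritoneal MC, Ccl8, a chemokine that attracts monocytes, rose after DC101 (log2 fold change 8.87, SE 0.29, limma adjusted p = 5.6e-06), from a placebo mean of 2.07 that cannot be separated from background, so the size of the rise is uncertain. Chil3 rose by 4.77, Clec4g by 4.72, Lyve1 by 4.71, Tslp, a cytokine of epithelial and stromal cells, by 4.69, and Folr2, a folate receptor of macrophages, by 4.38 on the log2 scale. Among the genes that fell were Xcl1, a chemokine made by T and NK cells (−4.59), the small heat shock gene Cryab (−3.98), the scavenger receptor gene Marco (−3.53), Gzma (−3.51) and the chemokine gene Ccl5 (−2.94). Of 12 T and NK cell markers, 6 fell, 0 rose and 6 did not pass, with 7 lower when adjusted over the list alone. Examples are Il2rb (−2.88), Ncr1 (−2.59) and Nkg7 (−2.50), and the list lay lower by camera (adjusted p = 8.0e-06, and adjusted p = 0.34 with an estimated correlation). Of 7 B cell markers, 2 fell (Cd22, −1.76, and Fcrla, −1.24) and 5 did not pass, with 5 lower when adjusted over the list alone (camera adjusted p = 3.0e-05, and adjusted p = 0.24 with an estimated correlation). Of 13 macrophage markers, 3 rose, 1 fell and 9 did not pass, with 8 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.00027, and adjusted p = 0.44 with an estimated correlation). The mannose receptor gene Mrc1 rose by 2.76 and C1qa by 1.11, whereas Fcgr1 fell by 2.64. The list also holds Fcrls, which the study picked from these samples. Of 6 eosinophil markers, 3 rose, with Ccr3 at 3.82 and Siglecf at 3.52, and the same 3 were higher when adjusted over the list alone (camera adjusted p = 0.015, and adjusted p = 0.24 with an estimated correlation). Of 5 mesothelial markers, 3 fell, among them Msln (−1.97), and 3 were lower when adjusted over the list alone (camera adjusted p = 0.00015, and adjusted p = 0.12 with an estimated correlation). Cell cycle genes lay lower, with 8 of 23 falling, 0 rising and 17 lower when adjusted over the list alone, with Cenpe at −1.57 (camera adjusted p = 1.5e-12, and adjusted p = 0.12 with an estimated correlation). Of 18 immediate early and dissociation stress genes, 8 rose, among them Fosb by 2.23, Junb by 2.13 and Fos by 2.08, and 11 were higher when adjusted over the list alone (camera adjusted p = 9.2e-07, and adjusted p = 0.12 with an estimated correlation). Of 17 genes of MC identity, 1 fell (Tph1, an enzyme of serotonin synthesis, −1.67) and 16 did not pass, with the same count when adjusted over the list alone (camera adjusted p = 0.032, and adjusted p = 0.72 with an estimated correlation). The sort marker genes Kit (−0.67), Fcer1a (−0.12) and Ptprc (0.10) did not pass. With placebo, the B cell markers Cd79b and Ms4a1 were at 10.5 and 8.77 in peritoneal MC, against 3.83 and 2.22 in tumor MC. The peritoneal sort may therefore hold other cells, and the changes in this paragraph cannot be assigned to MC alone. Gzma was at −2.19 without replicate 2 of peritoneal DC101, and C1qa at 0.93, under the fold threshold of the study.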

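In tumor MC, limma's contrast called no gene at adjusted p, and its nested F-test over both compartments called 20, among them Gzmd, Gzmf, Gzmg and Fcrls. Gzmd was higher by 3.35, Gzmf by 3.30 and Gzmg by 2.91 on the log2 scale with DC101. These granzymes are close paralogs, so probes can read more than 1 of them and their values are uncertain one by one, and Gzmd and Gzmg had means below the median cluster. Retnla, a secreted protein of alternatively activated myeloid cells, was higher by 2.07 (SE 0.69). Fcrls, the mast cell signalling regulator Rgs13 (−1.55, SE 0.51), and the purinergic receptor genes P2ry12 (−1.24, SE 0.31) and P2ry13 (−1.19, SE 0.44) were lower. Without replicate 1 of tumor placebo, Retnla was at 0.685, Rgs13 at −0.996, P2ry13 at −0.943, Oas2 at 0.862 and Stat2 at 0.872, under the study's fold threshold, and Retnla was at 3.45 without replicate 2. Without replicate 1 of tumor DC101, Rgs13 was at −0.733, P2ry12 at −0.920, Oas2 at 0.990 and Stat2 at 0.861, and without replicate 2 Rgs13 was at −2.37 and P2ry13 at −0.656. Of 22 genes of the type I interferon response, 20 had a positive value, with a list median of 0.53, and Stat2 (1.01) and Oas2 at the study's thresholds. By limma's contrast 0 of the 22 passed over all genes (5 at an unadjusted p under 0.05, 0 by the nested F-test) and 2 were higher when adjusted over the list alone (camera adjusted p = 4.5e-11, and adjusted p = 0.41 with an estimated correlation). Of 17 genes of the hypoxia response, 12 had a positive value, with a list median of 0.21, and 0 passed limma's contrast over all genes (2 at an unadjusted p under 0.05, 0 by the nested F-test) or adjusted over the list alone (camera adjusted p = 0.0048, and adjusted p = 0.43 with an estimated correlation). The macrophage markers lay lower, with a median of −0.47, where 0 of 13 passed limma's contrast over all genes (6 at an unadjusted p under 0.05, 1 by the nested F-test, Fcrls, which the study picked) and 1 was higher and 4 lower when adjusted over the list alone (camera adjusted p = 0.00020, and adjusted p = 0.55 with an estimated correlation). The median of the 12 T and NK cell markers was −0.04, where 0 passed limma's contrast over all genes (2 at an unadjusted p under 0.05, 0 by the nested F-test) or adjusted over the list alone (camera adjusted p = 0.49).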

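Mcpt8 and Gzmb, both serine proteases of granules, lie near each other in a cluster of MC protease and granzyme genes. In the RefSeq gene table of assembly GRCm38.p6, the order is Cma1, Cma2, Mcpt1, Mcpt2, Mcpt9, Mcpt4, Mcpt8, Ctsg, Gzme, Gzmd, Gzmg, Gzmn, Gzmf, Gzmc and Gzmb. In tumor MC, the mean log2 value of Gzmb was 5.15 ± 0.08 (SD, n = 2 arrays) with placebo and 6.51 ± 0.52 (SD, n = 2) with DC101, which is 2.57-fold. Mcpt8 was at 6.71 ± 0.18 (SD, n = 2) with placebo and 8.41 ± 0.47 (SD, n = 2) with DC101, which is 3.26-fold. In peritoneal MC, Gzmb was at 8.82 ± 0.13 (SD, n = 2) with placebo and 4.93 ± 0.06 (SD, n = 2) with DC101, a fall of 14.8-fold. Mcpt8 was at 9.80 ± 0.05 (SD, n = 2) with placebo and 7.20 ± 0.43 (SD, n = 2) with DC101, a fall of 6.06-fold. Their neighbours did not all move with them. In tumor MC, the log2 fold change was 0.17 for the chymase gene Cma1, −0.08 for Mcpt4 and −0.12 for Ctsg, which encodes cathepsin G, and none of these passed limma's test. Gzmc, next to Gzmb, had a log2 fold change of 1.31 in tumor MC and −0.10 in peritoneal MC. Gzme had no cluster with a symbol of its own. Of 9 measured members of the granzyme and perforin list, 8 had a positive log2 fold change in tumor MC. By limma's contrast 0 passed over all genes (6 at an unadjusted p under 0.05), the nested F-test called 4 (Gzmd, Gzmf, Gzmg and Gzmb), and 5 were higher when adjusted over the list alone (camera adjusted p = 4.7e-12, and adjusted p = 0.0498 with an estimated correlation). Gzmb belongs to this list and was picked by the study from these samples. In peritoneal MC 2 of the 9 fell, Gzma and Gzmb, with 2 lower when adjusted over the list alone (camera adjusted p = 0.067). In the same peritoneal arrays the T and NK cell markers had a median log2 fold change of −1.79.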

Amongst those genes, mast cell protease 8 (*Mcpt8*) and granzyme b (*Gzmb*) show a high degree of substrate cleavage specificity^26^. Notably, MC-derived GZMB has recently been described to cleave substrates in the extracellular matrix (ECM)^27^. Because this indicates a possible contribution of MC-mediated ECM-remodeling in the development of therapy resistance, we chose to focus on *Mcpt8* and *Gzmb*.

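Of 14 MC granule proteases, 0 passed limma's contrast over all genes in tumor MC. Mcpt8 and Gzmb were the 2 members at an unadjusted p under 0.05, the 2 called by the nested F-test and the 2 higher when adjusted over the list alone. The list median was 0.16 (camera adjusted p = 0.0035, and adjusted p = 0.55 with an estimated correlation). The study picked both genes from these samples, so their place in the list is not independent evidence. Mcpt1, a protease of mucosal MC, had a log2 fold change of 1.45 in tumor MC, which did not pass, and the tryptase gene Tpsb2 had 0.15. In peritoneal MC, the 2 of the 14 that fell were again Mcpt8 and Gzmb, also when adjusted over the list alone (camera adjusted p = 0.017, and adjusted p = 0.48 with an estimated correlation). Of 32 matrix-degrading proteases, 0 passed limma's contrast in tumor MC, over all genes (4 at an unadjusted p under 0.05, 0 by the nested F-test) or adjusted over the list alone. Ctsk (1.09) and Mmp19 (1.02) were the members at the study's thresholds, and without replicate 1 of tumor DC101 they were at 0.575 and 0.846. In peritoneal MC, 5 rose and 3 fell, with 8 higher and 6 lower when adjusted over the list alone. Mmp9, a gelatinase, rose by 2.22 and the cathepsin gene Ctsb by 1.54, whereas the metalloprotease gene Adamts9 (−1.87) and Plau, the urokinase gene (−1.26), fell. The list did not pass as a whole in either compartment (camera adjusted p = 0.65 in tumor MC and 0.30 in peritoneal MC). Of 12 laminin, vitronectin and fibronectin genes, 0 passed limma's contrast in either compartment, over all genes or adjusted over the list alone, and 0 passed by the nested F-test. At an unadjusted p under 0.05 there were 0 in tumor MC and 3 in peritoneal MC. Their median was −0.05 in tumor MC (camera adjusted p = 0.94) and −0.35 in peritoneal MC (camera adjusted p = 0.020, and adjusted p = 0.37 with an estimated correlation). From the substrate specificity of both proteases and the matrix cleavage described for GZMB, the paper names ECM remodeling by MC as a possible contribution to therapy resistance, and gives this as its reason to follow both genes.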

We found that DC101 treatment increased GZMB levels by 2.7-fold (*n* = 5; *p < 0.05; one-way ANOVA) in lysates from tumors grown in WT animals (Fig. 3c) but not in MC-deficient Wsh mice, whereas MCPT8 expression was not modulated (Supplementary Fig. 3c). These data indicate, that increased GZMB levels after DC101 treatment depend on the presence of MC. Quantification of GZMB signal intensities in MC from tumor section confirmed the DC101-induced increase of GZMB in MC (Fig. 3d).

Thus, we hypothesized that GZMB expression by MC might be involved in MC-mediated resistance towards AAT.

### Mast cell-derived GZMB mobilizes ECM-bound FGF-1 and GM-CSF

In order to investigate if GZMB is specifically involved in MC-mediated resistance, we generated *Gzmb* knock down (KD) BMMC by lentiviral transduction (Supplementary Fig. 5).

In contrast to adoptive transfer of WT BMMC, *Gzmb* KD-BMMC failed to decrease efficacy of DC101, suggesting GZMB as a driver of MC-mediated resistance to AAT (Fig. 4a). In line with these data, DC101 decreased tumor weight more pronouncedly when MC were deficient for GZMB (Fig. 4b). Thus MC-derived GZMB decreases sensitivity of tumors towards AAT.

**Fig. 4:**
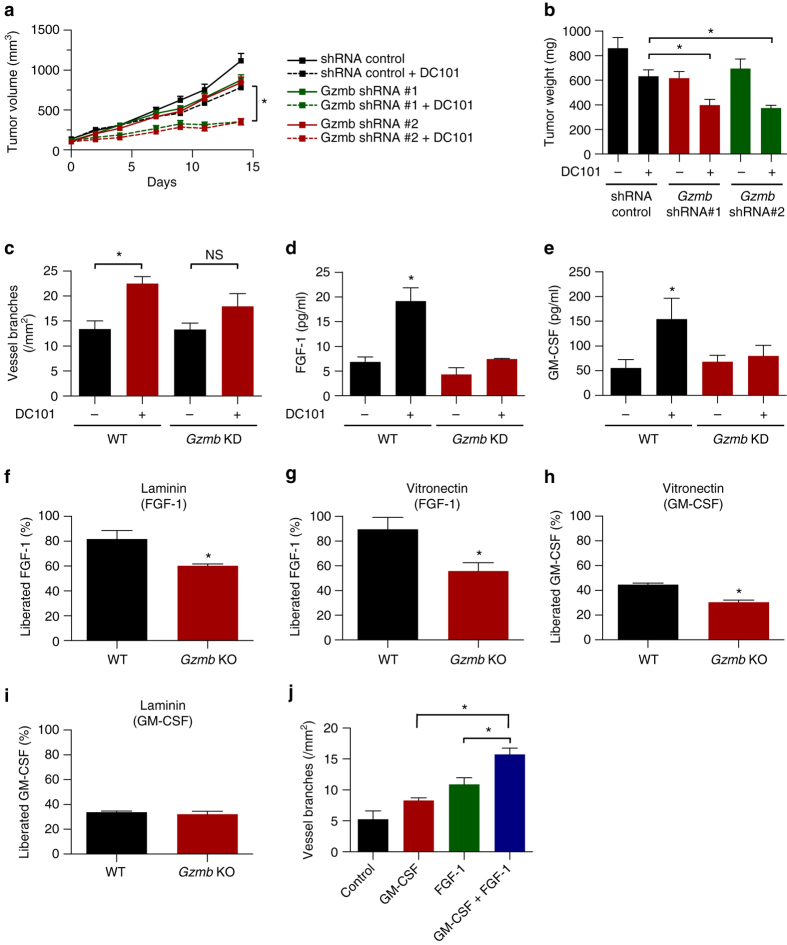
Mast cell-derived granzyme b confers resistance to AAT by releasing ECM-bound FGF-1 and GM-CSF. **a** Subcutaneously growing Panc02 tumors shown as tumor volume. Panc02 cells were injected together with WT- or GZMB KD-BMMC into the flanks of C57Bl/6J (WT) mice. After randomization animals received treatment with placebo or 20 mg/kg DC101 (*n* = 8/8/8/6; *p < 0.05; two-way ANOVA). **b** Weight of end-stage Panc02 tumors at day of euthanasia (*n* = 8/8/5/5; *p < 0.05; one-way ANOVA). **c** Tube formation assays of HUVEC in the presence of tumor-conditioned media from tumors transplanted together with WT and GZMB KD-BMMC and treated with placebo or 20 mg/kg DC101 (*n* = 8/8/8/6; *p < 0.05; one-way ANOVA). **d**, **e** ELISAs showing upregulation of free FGF-1 (**d**) or free GM-CSF (**e**) in tumor-conditioned media (*n* = 3–6; *p < 0.05; one-way ANOVA). **f**–**i** Mobilization of FGF-1 (**f**, **g**) or GM-CSF (**h**, **i**) from a laminin or vitronectin matrix using conditioned media from WT or *Gzmb* KO-BMMC (*n* = 3; *p < 0.05; two-tailed *t*-test. **j** Tube formation assays of HUVEC using 5 ng/ml GM-CSF or FGF-1 (*n* = 3–4; *p < 0.05; one-way ANOVA). Results are shown as representative means ± s.e.m

GZMB is able to degrade different substrates in the ECM including laminin and vitronectin which might increase the bioavailability of sequestered pro-angiogenic factors^28, 29^. To approach this question, we generated conditioned media from DC101- and placebo-treated tumors that were co-transplanted with control or *Gzmb* KD-BMMC.

Conditioned media from DC101-treated tumors harboring control BMMC where more potent in inducing tube formation than conditioned media from placebo-treated tumors (Fig. 4c). Interestingly, this increase in pro-angiogenic capacity was not present when tumors received adoptive transfer of *Gzmb* KD-BMMC (Fig. 4c), thereby suggesting GZMB as a mediator of this process.

To identify matrix-bound factors that are liberated by GZMB, we analyzed tumor-conditioned media for pro-angiogenic factors binding to GZMB substrates in the ECM. These assays revealed a DC101-induced increase of free FGF-1 and GM-CSF in the presence of WT BMMC but not *Gzmb* KD-BMMC (Fig. 4d, e). We therefore concluded that MC mobilize FGF-1 and GM-CSF from the ECM in a GZMB-dependent manner.

To pinpoint the ECM component cleaved by GZMB, we focused on extracellular substrates of GZMB with described affinity for different growth factors, laminin and vitronectin^30, 31^. Conditioned medium from WT BMMC was able to release the majority of bound FGF-1 (Fig. 4f) from a laminin matrix into the supernatant (82 ± 7%; *n* = 3; *p < 0.05; two-tailed *t*-test), whereas medium from *Gzmb* KO-BMMC liberated significantly less protein (60 ± 1%; *n* = 3; *p < 0.05; two-tailed *t*-test). Similar data were obtained with vitronectin (Fig. 4g). Moreover, MC-derived GZMB was able to release sequestered GM-CSF from a vitronectin matrix (Fig. 4h), although the effect was not as pronounced as observed with FGF-1. In contrast, GZMB did not contribute to the release of laminin-bound GM-CSF, nor did it mobilize cytokines coated to plastic or the non-GZMB substrate collagen, indicating substrate cleavage and cytokine specificity (Fig. 4i and Supplementary Fig. 6).

As a next step, we analyzed the effect of FGF-1 and GM-CSF on tube formation and found that both mediators induce tube formation in an additive way (Fig. 4j). Thereby they can contribute to GZMB-mediated resistance to AAT.

In summary, we found that tumor-infiltrating MC decrease the sensitivity of tumors towards DC101. MC upregulate GZMB expression, which liberates pro-angiogenic factors such as FGF-1 and GM-CSF from the ECM. Those alternative growth factors can induce vessel proliferation by mechanisms besides the VEGF axis and therefore have the potential to counteract VEGFA–VEGFR2-targeted AAT.

### Mast cells directly degranulate pro-angiogenic factors

We also investigated whether MC can promote resistance towards AAT in a cell autonomous way besides the GZMB-mediated liberation of pro-angiogenic factors. Therefore, we performed matrix-free co-culture experiments with MC generated from murine bone marrow (BMMC) (Supplementary Fig. 1) and human umbilical vein EC (HUVEC).

We observed that MC increase HUVEC migration by 1.4-fold (*n* = 3; *p < 0.05; two-tailed *t*-test) (Fig. 5a). Furthermore, BMMC dose-dependently increase HUVEC proliferation up to 6-fold (*n* = 3; *p < 0.05; one-way ANOVA), a process that was dependent on soluble factors, because cell culture inserts were not able to abrogate it (Fig. 5b, c). In accordance with these data, conditioned media from BMMC could phenocopy this effect (Fig. 5d). Besides EC proliferation, MC–conditioned media led to a 3-fold increase of in vitro angiogenesis in tube-formation assays when compared to non-stimulated EC (Fig. 5e, f).

**Fig. 5:**
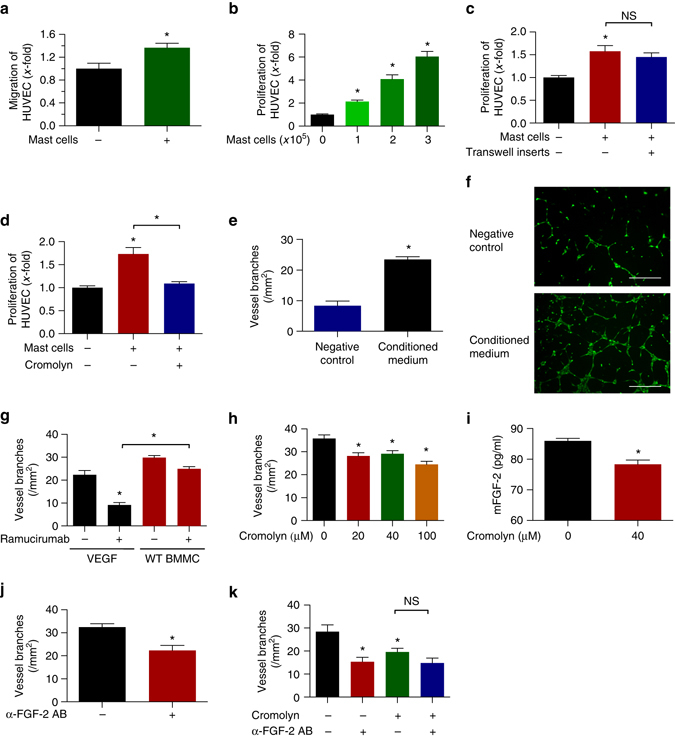
Mast cells secrete pro-angiogenic factors that alter the proliferative and organizational state of endothelial cells. **a** Transwell migration assay of HUVEC stimulated with MC-conditioned medium (*n* = 3; *p < 0.05; two-tailed *t*-test). **b** Direct co-culture of HUVEC and BMMC (*n* = 11–12; *p < 0.05; one-way ANOVA). **c** Indirect co-culture of HUVEC and BMMC (*n* = 3; *p < 0.05; one-way ANOVA). **d** HUVEC were cultured in the presence of MC–conditioned medium (*n* = 3; *p < 0.05; one-way ANOVA). **e** Tube formation assays of HUVEC in the presence of serum free or MC-conditioned medium (*n* = 3–4; *p < 0.05; two-tailed *t*-test). **f** Representative pictures of tube formation assays with *scale bars* representing 400 µm. **g** Tube formation of HUVEC in response to ramucirumab. VEGFA or conditioned medium from WT BMMC was used as stimulus (*n* = 7–10; *p < 0.05; one-way ANOVA). **h** BMMC-induced tube formation of HUVEC response to different concentrations of cromolyn (*n* = 3; *p < 0.05; one-way ANOVA). **i** Secretion of MC-derived FGF-2 in response to 40 µM cromolyn (*n* = 2; *p < 0.05; two-tailed *t*-test). **j** BMMC-induced tube formation of HUVEC in response to 0.5 µg/ml anti-FGF-2 antibody (*n* = 8; *p < 0.05; two-tailed *t*-test). **k** BMMC-induced tube formation of HUVEC in response to single or combinatorial treatment with 20 µM cromolyn and 0.5 µg/ml anti-FGF-2 antibody (*n* = 3; *p < 0.05; one-way ANOVA). Results are shown as representative means ± s.e.m

To answer the question, whether the crosstalk between MC and EC might contribute to resistance towards anti-angiogenic drugs, we performed tube-formation assays using either VEGFA or MC-conditioned medium as a stimulus (Fig. 5g). VEGFR2-targeting with ramucirumab potently abrogated VEGFA-induced but not MC-mediated tube formation, indicating the presence of soluble factors, which rendered MC-mediated tube formation independent of the VEGF(R) axis (Fig. 5g). Importantly, biochemical assays revealed that the presence of MC-derived proteases did not lead to degradation of ramucirumab under conditions similar to those in the in vitro angiogenesis experiments (Supplementary Fig. 7a). To further proof that MC induce VEGFA-independent angiogenesis, we also performed tube formation and cleavage assays with the VEGFA-targeting antibody bevacizumab. These experiments showed similar results as observed with ramucirumab (Supplementary Fig. 7b, c). In addition, we conducted tube-formation assays in the presence of the tyrosine kinase inhibitor (TKI) sunitinib which blocks VEGFR2 besides other TK receptors (Supplementary Fig. 7d). These data showed that sunitinib-treatment had a stronger effect on VEGFA- than on MC-induced tube formation.

In addition, conditioned media from MC that were treated with the degranulation inhibitor cromolyn no longer exerted a pro-proliferative or tube-inducing effect on HUVEC (Fig. 5d, h). This effect was independent of GZMB because GZMB levels in the supernatants of MC cultures were unchanged after treatment with cromolyn (Supplementary Fig. 8a).

We hypothesized that lower amounts of pro-angiogenic mediators might be secreted by MC upon inhibition of degranulation. To analyze this, we investigated the protein levels of pro-angiogenic mediators known to be stored and secreted by MC, such as FGF-2^32^ or HGF^33^. We found that FGF-2 levels were significantly decreased in MC supernatants after treatment with cromolyn while HGF levels were unchanged (Fig. 5i and Supplementary Fig. 8b).

A neutralizing antibody against FGF-2 reduced MC-induced tube formation to a similar extent as observed with cromolyn (Fig. 5j), and the combination of cromolyn and FGF-2 blockade did not induce additive inhibitory effects on tube formation, indicating that FGF-2 release is blocked by cromolyn (Fig. 5k).

Thus, MC also directly secrete pro-angiogenic mediators including FGF-2 in a degranulation-dependent way, thereby decreasing the efficacy of AAT.

### Inhibition of mast cell degranulation increases efficacy of AAT

Next, we investigated whether treatment with cromolyn increases sensitivity of tumors towards AAT in vivo. In concordance with our in vitro data we found an additive inhibitory effect of DC101 and cromolyn on tumor growth in two independent tumor models (Fig. 6a, b; Supplementary Fig. 9).

**Fig. 6:**
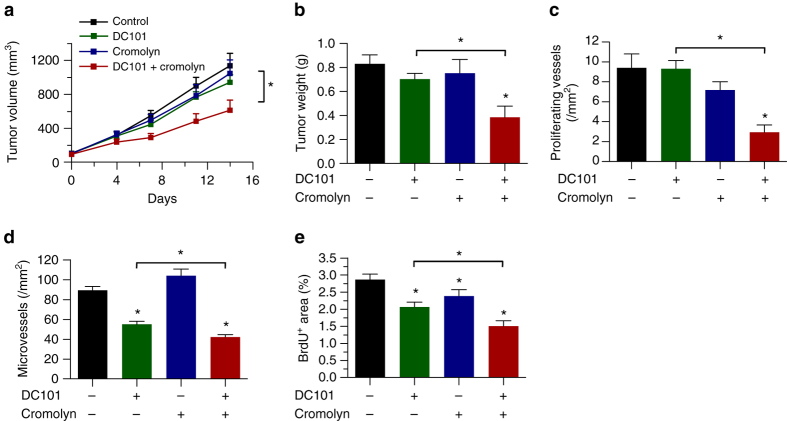
Pharmacological inhibition of mast cell degranulation increases efficacy of AAT. **a** Kinetic of subcutaneously growing Panc02 tumors expressed as tumor volume. Panc02 tumor cells were transplanted into the flanks of C57Bl/6J mice. After randomization, animals were treated with 20 mg/kg DC101 or 25 mg/kg cromolyn in single and combinatorial therapy (*n* = 7/8/7/8; *p < 0.05; two-way ANOVA). **b** Weight of end-stage Panc02 tumors at day of euthanasia (*n* = 8/7/8/7; *p < 0.05; one-way ANOVA). **c**–**e** Histomorphometric quantification of BrdU^+^ CD105^+^ proliferating (**c**) and CD31^+^ total (**d**) tumor microvessels and of BrdU^+^ tumor area (**e**) (*n* = 8/7/8/7; *p < 0.05; one-way ANOVA). Results are shown as representative means ± s.e.m

Histological analyses indicated that DC101 reduced tumor vessel proliferation after long-term treatment only in combination with cromolyn but was ineffective when DC101 was used as monotherapy (Fig. 6c). Furthermore, we detected an additive anti-angiogenic effect that was present when DC101 and cromolyn were combined, which decreased MVD and tumor cell proliferation (Fig. 6d, e). To take into account potential off-target effects of cromolyn, we also determined the efficacy of DC101 alone and in combination therapy by normalizing it to the respective placebo-treated or cromolyn-treated control group. In line with previous data from the genetic model of MC-deficiency, DC101 led to a stronger relative decrease of tumor weight upon pharmacological MC inhibition (Supplementary Fig. 10a). The relative reduction of tumor weight of Panc02 tumors was 49% when combined with cromolyn vs. only 15% in combination with placebo (*n* = 7/8; *p < 0.05; one-way ANOVA). Importantly, this was also true for histological parameters such as microvessel proliferation or MVD (Supplementary Fig. 10b, c). When analyzing tumor cell proliferation an additive effect of the combination therapy was observed (Supplementary Fig. 10d).

Thus, in addition to the increased expression of GZMB upon anti-angiogenic treatment, which liberates pro-angiogenic factors besides the VEGF axis from the ECM, MC also directly decrease sensitivity towards therapy. This effect can be counteracted by the FDA-approved MC stabilizer cromolyn. Therefore, targeting of MC might be a suitable approach to increase efficacy of AAT in the clinic.

## Discussion

The main finding of our study is that MC decrease the efficacy of VEGF(R)-targeted anti-angiogenic therapies by upregulating GZMB, which in turn liberates pro-angiogenic factors besides the VEGF axis from the ECM. In addition, MC directly secrete alternative factors capable of bypassing the VEGF axis. Thereby we uncover a role of MC as mediators of the tumor microenvironment which reduce efficacy of AAT. As pharmacological targeting of MC increased efficacy of AAT, we suggest that this therapeutic combination might be beneficial for cancer patients.

Intensive research efforts have focused on elucidating reasons for the upfront lack or loss of clinical responses to AAT. It was found that cellular components of the tumor microenvironment, an increased cancer stem cell phenotype or the invasive phenotype of cancer cells can mediate resistance against AAT^3, 14, 15^.

We found that MC decrease sensitivity of different experimental tumor models towards AAT because anti-VEGFR2 antibodies (DC101) were more efficiently reducing Panc02 tumor growth in MC-deficient mice compared to WT mice. When analyzing the EL4 tumor model, an additive effect of DC101 and MC deficiency was detectable, although the relative efficacy of DC101 was not significantly increased in the WT mice vs. the Wsh mice. Further work is necessary to determine whether this might be attributed to the rather small DC101-induced anti-tumor effect in this model or if the strength of the MC-mediated response might depend on the tumor type. In any case, the finding that the absence of MC in addition to AAT exerted an additive therapeutic effect is clinically relevant, because MC-targeting would be applied together with AAT.

In in vitro angiogenesis assays DC101 exerted an anti-angiogenic effect against VEGFA but not MC-mediated angiogenesis. Interestingly, tube-formation assays revealed that sunitinib-treatment moderately inhibits MC-induced tube formation, although the effect on VEGFA-induced tube formation was more pronounced. The fact that sunitinib reduces MC-induced tube formation at all can be explained by its off-target activity on other TKI such as PDGFR alpha, PDGFR beta, VEGFR1, FLT3, or c-kit^34^. This implicates that those pathways might also contribute to MC-mediated angiogenesis, which is independent of the VEGFA/VEGFR2-axis.

Many studies have shown that Wsh mice substantially differ from WT mice. The genetic inversion which is responsible for the Wsh-phenotype is accompanied by other pleiotropic effects which go beyond MC-deficiency. As one of the major differentiation marker of the hematopoietic stem and progenitor cell compartment, the lack of c-kit expression has substantial consequences for the hematopoietic system, leading to increased numbers of myeloid cells and megakaryocytes in the spleen of Wsh mice^35^. The same study shows that that the genetic breakpoint of the Wsh mutation disrupts the DNA sequence of the *Corin* gene, thereby leading to cardiac aberrancy^35^. Outside of the hematopoietic system, the impaired c-kit expression in Wsh mice leads to a lack of functional melanocytes^36^. Moreover, c-kit expression has been described for a subpopulation of sensory neurons^37^, keratinocytes^38^, or certain nerves of the central nervous system^39^. Consequently, also other mechanisms besides MC-deficiency could have contributed to the increased efficacy of AAT.

Therefore, it was important to assure that the observed effects are indeed due to the lack of MC. By adoptively transferring in vitro differentiated MC into Wsh mice, we were able to fully rescue the observed phenotype, leading to comparable tumor growth in MC-deficient and WT mice upon treatment with DC101. As the adoptive transfer only reconstituted MC numbers without affecting other pleitropic effects caused by impaired c-kit signaling, it is very likely that MC are the drivers which counteract AAT. However, future studies using c-kit independent models of MC-deficiency are warranted to validate this effect.

We identified two mechanisms how MC reduce efficacy of AAT: (i) the degranulation-independent secretion of GZMB, which liberates alternative pro-angiogenic factors including FGF-1 and GM-CSF from the ECM and (ii) the degranulation-dependent secretion of FGF-2. Via these mechanisms, MC can promote angiogenesis independently of the VEGF(R)-axis and help to bypass therapeutic effects of approved anti-angiogenic drugs all of which target the VEGF pathway.

Interestingly, this enhanced anti-angiogenic effect did not compromise vessel functionality. In fact, the relative decrease of the number of perfused vessels was equally strong in both MC-proficient and MC-deficient mice. We assume that this phenomenon is most likely the reason why DC101 is not more potent in inducing hypoxia in the absence of MC although future studies are needed to unravel the molecular basis for this effect. It is already well known to date that an increase in intratumoral-hypoxia is associated with therapy resistance via different mechanisms^3, 14^. We would therefore anticipate that MC-targeting results in higher efficacy of AAT without increasing hypoxia-elicited resistance mechanisms, which would be desirable in the potential clinical application of this approach.

What are the mechanisms behind GZMB-mediated reduction of therapeutic efficacy? We found that AAT only initially reduced microvessel proliferation thereby reducing MVD. This anti-angiogenic effect was abrogated over time and we provide evidence that MC-derived GZMB is the driver of this process. GZMB expression was recently shown to be present in MC^40^. It was demonstrated that GZMB can liberate VEGF from the ECM^27^; however, this effect is most likely not responsible for the decreased efficacy of DC101 in presence of WT MC because it would be inhibited by our VEGFR2-targeting approach. Searching for other candidates we focused on pro-angiogenic mediators besides the VEGF axis, which can be liberated from known GZMB substrates vitronectin and laminin in the ECM^28, 29^. By analyzing tumor-conditioned media for free pro-angiogenic factors we could detect increased amounts of FGF-1 or GM-CSF in response to DC101 treatment only in the presence of WT- but not GZMB-deficient MC. This GZMB-dependent increase in mobilization of VEGF-independent pro-angiogenic factors could therefore be one reason for reinduction of angiogenesis in the presence of VEGF(R) inhibitors.

In addition, we also found that MC release FGF-2 in a degranulation-dependent manner, because its secretion is impaired upon blockade of degranulation by cromolyn. It was described that cromolyn has significant chelating activity, which can lead to misleading results in vitro. However, for the generation of MC-conditioned media, MC were only pre-treated with cromolyn for 30 min before the cells were centrifuged and resuspended in fresh medium for conditioning. Therefore, only MC but not HUVEC came in contact with cromolyn. Because of this, it is unlikely that the chelating activity of cromolyn interferes with the observed effects on EC.

Our data indicate that FGF-2 is involved in MC-mediated angiogenesis besides the VEGF axis because FGF-2-blocking antibodies counteracted the pro-angiogenic effect of MC-conditioned medium. Blockade of MC degranulation by cromolyn also counteracted the tube-forming activity of MC-conditioned medium, but FGF-2-neutralizing antibodies did not exert an additional inhibition of angiogenesis in this setting. Thus, FGF-2 is secreted from MC in a degranulation-dependent manner. In line with these data, cromolyn and DC101 also exerted additive anti-angiogenic and anti-tumor effects in vivo. This mechanism is independent of GZMB, as inhibition of MC degranulation does not interfere with the release of GZMB.

Of note, recent studies brought up the question about the specificity of cromolyn for MC in mice^41^. To discriminate between additive off-target effects and specific MC-inhibition, we compared the treatment efficacy of DC101 alone and in combination with cromolyn by normalizing it to the respective placebo-treated or cromolyn-treated control group. We found that DC101 is more potent in combination with anti-MC therapy. As these results are in line with the data from the genetic model of MC-deficiency (Wsh), we conclude that the increase of therapeutic efficacy of DC101 is most likely due to the anti-MC effect of cromolyn. However, we cannot entirely rule out a contribution of off-target activity. Therefore, future studies are needed to validate these results using different pharmacological inhibitors of MC-function.

FGF family members have been described to regulate the integrity of existing and the formation of new vessels^42^. For proper function, FGF-1 has to form a complex with heparane sulfate proteoglycans^43, 44^ but also heparin is able to stabilize FGF-1 for dimerization, which is necessary for efficient signaling^45^. MC are a rich source of heparin^46^, suggesting that they can further promote FGF-1 signaling after GZMB-dependent mobilization via induction of protein dimerization. Interestingly, the pro-angiogenic effect of FGF-1 and FGF-2 besides the VEGF–VEGFR2 axis was already demonstrated and combination of the pan-FGFR inhibitor SSR128129E with DC101 in mouse models of pancreatic cancer yielded an additive therapeutic effect^47^.

Also GM-CSF has been described to have a direct effect on EC proliferation and migration in vitro and in vivo^48^ and we could show that the combination of GM-CSF and FGF-1 additively induces tube formation. However, we cannot rule out the possibility that GM-CSF also indirectly influences angiogenesis.

Previous studies showed that also other MC-derived factors such as histamine^49^ or tryptase^50^ are able to promote EC proliferation. Additionally, direct interaction of MC with EC is known to stimulate MC proliferation via the VLA-4/VCAM-1 axis^51^. As a consequence of this vicious circle, increasing numbers of MC secrete higher amounts of pro-angiogenic growth factors capable to foster EC proliferation. In line with this concept, MC density is known to increase during the course of tumor growth^21^. Therefore, the importance of MC-EC crosstalk might also increase over time. It was shown that tumor vessels produce a laminin-rich ECM^52^. Interestingly, laminin is known to be a potent chemo-attractive agent for MC^53^, which implies that EC might recruit MC via secretion of laminin. In line with this theory, tumor MC mostly reside in close proximity to tumor vessels^54^. The tight spatial relation with EC might explain, why a relatively small host cell population such as MC is able to exert a relevant biological effect. The combination of a growth factor-enriched EC matrix with GZMB-producing MC that reside close to vessels allows the tumor vasculature to rapidly adapt to challenging situations without the need of time-consuming and energy consuming protein biosynthesis.

Moreover, by regulating the bioavailability of chemokines, MC have the possibility to further orchestrate the composition of the tumor microenvironment. Besides its pro-angiogenic function, GM-CSF represents a potent chemoattractant for neutrophils, monocytes, and lymphocytes^55^, all of which are known to play distinct roles in tumor angiogenesis^56–58^. Also pro-tumoral MDSC can be recruited into the tumor microenvironment in a MC-dependent manner by secretion of 5-lipoxygenase^59^. Furthermore, MC produce many other proteases besides GZMB, such as tryptases, chymases, or metalloproteases. These enzymes cleave pro-angiogenic factors from extracellular substrates or function as pro-angiogenic mediators themselves^60–62^. However, future studies are warranted to dissect the individual contribution of these enzymes.

With this study, we identified MC as a potential target to increase efficacy of the recently approved monoclonal antibody ramucirumab, which targets VEGFR2. We could demonstrate that a pharmacologic approach using the MC degranulation inhibitor cromolyn had an additive anti-angiogenic and anti-tumor effect when combined with DC101. It is of note, that some FDA-approved tyrosine kinase inhibitors such as ibrutinib^63^ or imatinib^64^ can inhibit the tyrosine kinase c-kit, which is important for MC development and homing into tumors. Ibrutinib in addition inhibits mast cell degranulation, thereby inducing anti-tumor effects in pre-clinical studies^19^. Furthermore, long-term treatment of Ph^+^ chronic myeloid leukemia patients with imatinib led to severe systemic MC deficiency^65^. Targeting MC functionality with ibrutinib, imatinib, or cromolyn could therefore open up therapeutic avenues to sensitize tumor vessels for AAT.

Altogether, MC inhibition holds potential to increase efficacy of AAT. Due to the availability of FDA-approved MC inhibitors our findings could be rapidly translated to the clinics.

## Methods

### Animals

C57BL/6J (WT), Kit^W-sh^/HNihrJaeBsmJ (Wsh) and NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^/SzJ (NSG) mice were used. All experiments were carried out in concordance with the institutional guidelines for the welfare of animals in experimental neoplasia and were approved by the local licensing authority (Behörde für Soziales, Gesundheit, Familie, Verbraucherschutz; Amt für Gesundheit und Verbraucherschutz, Hamburg, Germany, project number G036/13 and G126/15).

### Cell culture and in vitro assays

Assays to determine viability, migration, tube formation, or ECM cleavage in single or co-cultures using HUVEC, BMMC, or conditioned media were performed as detailed in the Supplementary Methods. The generation of BMMC was reported previously^66^. MC-specific knock down of *Gzmb* was performed by cloning *Gzmb*-specific shRNAs into retroviral LeGO vectors^67^.

### Conditioned media, ELISA, and qRT-PCR

Conditioned media were generated from BMMC or resected Panc02 tumors. Measurement of GZMB, FGF-1, FGF-2, HGF, and GM-CSF levels were performed using ELISA according to manufacturer’s instructions (R&D Systems, Minneapolis, MN, USA). RNA transcript levels were analyzed with SyBr green qRT-PCR.

### Cancer models and treatments

Human and murine Panc02, EL4, or BxPC3 tumor cell lines were injected alone or in combination with BMMC into WT, Wsh, or NSG mice. The animals were randomized according to tumor volume and standard deviation between the groups and treated with DC101 (20/40 mg/kg), cromolyn (25 mg/kg), or respective placebo control in an unblinded fashion. For histological evaluation animals received 1 mg BrdU (i.p.), 1 mg pimonidazole (i.p.), or 0.05 mg FITC lectin (i.v.) 12 h, 2 h, or 10 min before euthanasia, respectively.

### Immunohistochemistry and morphometric analyses

Tumor sections were stained and analyzed for tumor proliferation (BrdU), vessel number, and vessel proliferation (CD105, R&D Systems, #AF1320 + BrdU, Abd Serotec, #MCA2060), tumor hypoxia (pimonidazole, Hypoxyprobe, #HP3-1000kit), vessel number, and perfusion (CD31, Dianova, #DIA-310 + FITC-lectin, Vector Laboratories, #FL-1171), mast cells (Tryptase, Abcam, #Ab134932), or granzyme b-expressing mast cells (GZMB, R&D Systems, #BAF1865 + Tryptase, Abcam, #Ab134932) as described^68, 69^.

### Microarrays

For gene expression analyses normalized amounts of ST-cDNA were measured with Mouse Gene 2.1 Affymetrix GeneChips. Array image files (CEL files) were processed with R and Bioconductor packages^70^.

### Statistics

Data represent mean ± s.e.m. of representative experiments, unless otherwise stated. To compare the means of two groups, an unpaired, two-tailed student’s *t*-test was used. Pairwise comparison testing in experiments with more than two groups was performed using one-way ANOVA followed by Newman–Keuls post hoc test for multiple comparisons. Pairwise comparisons of tumor growth kinetics were performed using two-way ANOVA followed by Bonferroni post hoc test for multiple comparisons. Statistical significance for Venn-diagrams was calculated using *f*-test. We performed normality testing using D’Agostino and Pearson omnibus normality test wherever possible. Sample sizes were chosen based on previous experience with the used techniques. Samples were excluded from analyses, whenever they were proven to be significant outliers based on Graph Pad 6.0 outlier exclusion software. In all cases statistical significance was assumed when *p* < 0.05. More detailed information can be fou﻿nd in the Supplementary Methods.

### Data availability

Microarray data that support the findings of this study have been deposited in the database NCBI Gene Expression Omnibus with the accession number GSE89395.

## Electronic supplementary material

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

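Gene expression was measured in sorted MC from subcutaneous Panc02 tumors and from the peritoneal cavity of C57Bl/6J mice that received placebo or 40 mg/kg DC101. The 8 arrays form 4 groups of 2 arrays, and conditions and replicate numbers were taken from the sample labels and checked against the legend of Fig. 3. All 8 value columns were mapped to a sample, and no array was left out.

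The values are log2 expression values that the authors made with RMA and deposited. The paper's methods state that the array image files were processed with R and Bioconductor packages, and RMA is named in the submitters' processing notes. Its version and options, and the rule that chose the transcript clusters in the table, are not given in the sources used here. RMA gives no detection call per cluster, so a low value cannot be separated from background, values of different clusters are not on a common scale of abundance, and quantile normalization between arrays removes any change that all genes share. Transcript clusters were named from the platform annotation, whose symbols are those of GEO, and 21399 clusters with 1 symbol were found by gene identifier in the RefSeq gene table of assembly GRCm38.p6. That table was used for names and for which genes neighbour each other. No genome build is named for the values, so no coordinates are given. For the 5 genes of Fig. 3a, the pairing of clusters and names printed there was used. Where a gene had several clusters, the cluster with the highest mean over all arrays was used, which applied to 186 genes.

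From the deposited log2 values, differences were computed with limma 3.58.1 in R 4.3.3. One mean per group was fitted, which left 4 residual degrees of freedom, and the prior of the empirical Bayes step added 4.93. The contrasts were DC101 against placebo in tumor MC, the same in peritoneal MC, the difference between these (interaction), and tumor against peritoneal MC. DC101 against placebo over both compartments was fitted with compartment as a second term. The study's thresholds are a p under 0.05 and a logFC of at least 1 by f-test. Whether p was adjusted and whether logFC was absolute is not given in the paper's main text, and its Supplementary Methods were not available, so unadjusted p and absolute values were used, and Benjamini-Hochberg adjusted p was computed beside them. A contrast has 1 degree of freedom, so its moderated test is an F-test. The nested F-test takes both compartments together, at adjusted p under 0.05 and a log2 fold change of at least 1 in size. A call in a compartment therefore also depends on the other compartment, and false calls are not controlled for tumor MC alone. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 29 lists within a contrast, with an estimated correlation and with fry as alternatives. fry tests whether a list's genes move on balance one way and does not compare the list with other genes.

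Named genes followed a rule written before the data were examined, as were the gene lists, the thresholds and the alternatives. The rule takes the 5 genes of Fig. 3a, which had been seen, and per comparison the 10 genes with the largest rise and the 10 with the largest fall. These had to pass the study's thresholds (adjusted p for tumor against peritoneal MC), have both DC101 arrays on one side of both placebo arrays, and lie above the median cluster. It adds the mediators and sort markers named in the paper, and up to 4 members of each list, first those with an adjusted p under 0.05. The text names part of these genes. Outside the rule, it names the neighbours of Mcpt8 and Gzmb by their position, and, after the data were examined, genes called by the nested F-test or with 1 array left out and markers used to weigh other cell types.

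The functions were tested on simulated data with independent normal noise, for 24111 clusters, of which 200 were changed. Means were those of the real clusters, and spreads were those after the empirical Bayes step, which are more even than the real ones. Counts of false calls from these data are therefore approximate. With a change of 2 on the log2 scale, 195 of the 200 were recovered at adjusted p in the tumor comparison, 196 in the peritoneal comparison and 160 in the interaction. With a change of 1, 2 were recovered in the tumor comparison, 4 in the peritoneal comparison and 0 in the interaction. With no change at all, 78 clusters reached the study's thresholds in the simulated tumor comparison and 81 in the peritoneal one, and 0 passed adjusted p in either. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

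Depth has no counterpart in array values, so the number of arrays, 2 per group, limits the precision. The alternatives were an intensity trend or robust prior, no moderation, array weights, cyclic loess between arrays, leaving out dim clusters or clusters without 1 symbol, each compartment alone, the replicate number as a block, a random block for arrays of 1 treatment and number, joint and nested F-tests, other thresholds, and leaving out each array in turn. With an array left out, the remaining array of its group is assumed to vary like the other groups.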

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

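The tests of other cell types and of swapped labels below were chosen only after the results were seen. The response to DC101 differed between tumor and peritoneal MC for 194 transcript clusters (interaction in limma, adjusted p under 0.05), 159 of which had opposite signs in the compartments. Choosing clusters by this difference favours opposite signs. Of the 194, 191 were also called in peritoneal MC, while 0 clusters were called in tumor MC, so opposite responses are not shown by this. The count of 194 became 463 with an intensity trend, 346 without dim clusters, 113 with the replicate number as a block and 0 without moderation, where 2868 had an unadjusted p under 0.05. It was 35 and 69 without replicate 1 and 2 of tumor placebo, 22 and 25 without those of tumor DC101, 72 and 36 without those of peritoneal placebo, and 187 and 176 without those of peritoneal DC101. Each gene below was named by a test of this difference, given as the log2 fold change in tumor MC minus that in peritoneal MC.

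Of 54 genes that the naming rule took for the DC101 comparisons by its parts other than the gene lists, 22 were called. Genes taken only as list members were not counted here. Most had been named for a large rise or fall in peritoneal MC, so their direction there follows from that choice. With the more positive response in tumor MC, the difference was 6.08 for AF067061, 5.35 for Fabp6, 5.26 for Gzmb, 4.31 for Mcpt8, 4.18 for Cryab, 4.08 for Xcl1, 4.03 for 1810046K07Rik, 3.57 for Marco, 3.37 for Igkv4-91, 2.87 for Gzmf and 2.74 for A530040E14Rik.

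Those with the more positive response in peritoneal MC had differences of −1.93 for Hgf, −3.43 for Chil3, −3.70 for Lyve1, −3.88 for Itga2, −4.29 for Tslp, −4.42 for Folr2, −4.74 for Fcrls, −4.90 for Clec4g, −5.07 for Fxyd2, −6.27 for Chp2 and −9.09 for Ccl8.

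Gzmb was higher with DC101 in tumor MC and lower in peritoneal MC. In tumor MC the T and NK cell markers, cells that also carry granzyme b, had a median log2 fold change of −0.0406 (SD of the 12 members 0.40), which lies below the 1.36 of Gzmb by more than this spread. That argues against more T and NK cells in the tumor sort as the whole cause, with Klrd1 (0.92) and Ncr1 (0.62) positive and Nkg7 (0.02), Klrb1c (−0.10) and Il2rb (−0.14) near 0. It bears only on the number of such cells. A higher Gzmb level in T and NK cells already in the sort is not tested by these markers. The sort on CD117 and FcεRI is also meant to remove T and NK cells, in both compartments, but the sources used here do not give its purity. In peritoneal MC the same markers had a median of −1.79 (SD 1.18), which lies short of the −3.89 of Gzmb by more than this spread, with Cd2 at −0.63 and Klrd1 at 0.36. Yet 6 of the 12 fell, and background limits a fall by an unknown amount for each cluster, so fewer T and NK cells in the sort of DC101-treated mice and a change in the MC themselves cannot be told apart. Swapped treatment labels of the peritoneal arrays cannot be excluded either. Of the 29 clusters at the study's thresholds in both compartments, 11 went opposite ways (exact binomial test, two-sided, p = 0.26). This cannot decide on a swap, since clusters are not independent and the log2 fold changes of both compartments were nearly unrelated (Pearson's r = 0.0094). The paper's GZMB measures are of protein, in tumor lysates (Fig. 3c) and in tumor MC at a lower dose of DC101 (Fig. 3d). Both increased, and Gzmb RNA is higher in tumor MC here, but they do not test the peritoneal labels. MCPT8 expression did not change in the paper, whereas Mcpt8 RNA was higher in tumor MC here. A response that depends on the compartment is the biological explanation the design offers, and it stays open.

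Ccl8, Chil3, Lyve1, Folr2 and Clec4g, which are also known from macrophages and were grouped after their values were seen, rose with DC101 in peritoneal MC. The fixed list of 13 macrophage markers did not move as one, since 3 rose, 1 fell (Fcgr1, −2.64) and 9 did not pass, and Marco, also known from macrophages, fell (−3.53). A lower share of MC in the sort, with all other cell types gaining alike, would raise the markers of each of them. The median of the B, T and NK cell markers instead lay below that of the macrophage markers by more than the pooled SD of 1.17 (difference −1.78). That argues only against such an even gain. A lower share of MC with a gain of only some other cell types is not tested by it. More macrophages in the sort and a change in the MC themselves cannot be told apart, since either could raise these markers. The macrophage markers had a median of 0.817 (SD 1.41), and the list did not pass camera with an estimated correlation (adjusted p = 0.44). In peritoneal MC 0 lists passed that test, so it decides nothing here. Lyz2, at 11.6 in peritoneal MC with placebo, had a log2 fold change of 0.06, but a high baseline can hide a gain. The gate on CD117 and FcεRI is meant to remove macrophages, but it cannot be taken to have removed all other cells. With placebo, the B cell markers Ms4a1 and Cd79b were at 8.77 and 10.5 in peritoneal MC, against 2.22 and 3.83 in tumor MC.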

How the results depend on the processing

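The comparison of single genes and lists and the crossed block were added after the data were examined. Most results kept their direction and their side of the threshold. Of 4782 values of single named genes under alternatives, 4578 were the same, 113 lost and 36 gained their call, 55 uncalled ones changed sign (moved) and 0 called ones did (reversed). Many alternatives, such as another prior or an array left out of the other compartment, cannot alter a DC101 log2 fold change. Genes picked because their arrays did not overlap cannot change sign with 1 array left out. These counts therefore say little about how firm the directions are. Of 1041 values of single gene lists, 905 were the same. The correlation between compartments stayed between −0.0136 and 0.0287 with 1 array left out and was −0.0091 without dim clusters. Without dim clusters the counts were 92 (study's thresholds, tumor MC), 346 (interaction) and 7 lists in peritoneal MC, where fewer clusters were tested. With an intensity trend the interaction count was 463. Without moderation the counts were 87 in tumor MC and 13 in both compartments at the study's thresholds, 33 at adjusted p in peritoneal MC and 0 for the interaction, where 2868 clusters had an unadjusted p under 0.05. With each compartment alone, 453 passed adjusted p in peritoneal MC, from 4 arrays. Adjusted p with a 2-fold change gave 0 in tumor MC, 939 in peritoneal MC and 0 in both. The nested F-test with adjusted p gave 20, 517 and 7, counting only genes higher with DC101 gave 92, 741 and 13, and dropping the fold threshold gave 1215, 4558 and 306, in the same order. Of the lists, 2 (tumor MC), 0 (peritoneal MC) and 6 (tumor against peritoneal MC) passed with an estimated correlation, where 7, 12 and 13 passed with the preset one. One of the 6 was the olfactory receptors, a control list not among the 13. The test fry gave 2 in tumor MC and 20 between tissues. Apart from fewer clusters, fewer arrays or another threshold, the cause was not tested.

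With 1 array left out, the counts were 160 to 416 in tumor MC and 33 to 69 in both compartments at the study's thresholds, and at adjusted p 0 to 2 in tumor MC, 311 to 906 in peritoneal MC, 22 to 187 for the interaction and 0 to 1 for DC101 over both compartments. The highest tumor count, 416, and the 2 calls at adjusted p (Il3 at −4.36, and −2.40 with all arrays, and Retnla at 3.45, and 2.07 with all arrays, named after their values were seen) came without replicate 2 of tumor placebo, and the 1 call over both (Retnlg at 2.05, likewise) without replicate 2 of tumor DC101. The lowest peritoneal count came without replicate 2 of peritoneal placebo.

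The replicate numbers are not stated to pair the arrays. With the replicate number as a block the interaction count was 113, and the other counts were 166 (tumor MC), 1423 (peritoneal MC) and 27 (both) at the study's thresholds and 0, 850, 0 and 6865 (tumor against peritoneal MC) at adjusted p. Of 326 single gene values, the block ended 3 calls and made 1. Replicate differences of tumor placebo and tumor DC101 correlated at −0.165 and all other pairs of groups between −0.0245 and 0.0172. A block with the tumor numbers crossed gave 167, 1424 and 29 at the study's thresholds and 0, 1025, 145, 0 and 7035 at adjusted p. RMA values hold no signal against background, so how far low values limit these results is unknown, but 43.9% of the tumor clusters at the study's thresholds lay below the median cluster.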

Differences from the paper's values

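At the study's thresholds, 29 transcript clusters differed in both compartments, where the paper's text gives 5. In tumor MC 164 differed, against about 23 in Fig. 3b of the paper, and in peritoneal MC 1418, against about 660 in Fig. 3b, both read by eye and added up from the parts of the Venn diagram. The paper states p under 0.05 and a logFC of at least 1 by f-test. The text used here does not say whether p was adjusted, and the Supplementary Methods, to which the paper refers for statistics, were not available. Of the alternatives set before the data were examined, the nested F-test with adjusted p gave 20 in tumor MC, 517 in peritoneal MC and 7 in both, and is the setting under which all 3 counts fall within 1.5 times the paper's. Its 7 shared clusters include the 5 genes of Fig. 3a, with Ms4a8a and Mir186, which were named after their values were seen. The peritoneal count also fell within 1.5 times the paper's with adjusted p and a 2-fold change (939) and with only genes higher with DC101 (741), but the tumor and shared counts did not under these. All other alternatives left all 3 counts more than 1.5 times from the paper's.

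The paper's legend to Fig. 3 states that Gzmb of MC is upregulated with anti-angiogenic treatment. In tumor MC Gzmb had a log2 fold change of 1.36, in the paper's direction, with limma's adjusted p = 0.61 and an unadjusted p = 0.00048. In peritoneal MC it fell, by 3.89 on the log2 scale (limma adjusted p = 0.00029). Mcpt8 ran the same way, with 1.71 in tumor MC and −2.60 in peritoneal MC. The paper reports MCPT8 expression as unchanged by DC101 beside its GZMB measure in tumor lysates, which is other material than RNA of sorted MC. Fig. 3a lists the 5 genes without a direction, and all 5 were at the study's thresholds in both compartments.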

Other observations

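The tests of lists, contrasts and other splits in this part were set before the data were examined. Tumor and peritoneal MC differed at 7124 transcript clusters (3933 higher and 3191 lower in tumor MC, limma adjusted p under 0.05). The differences are log2 values averaged over placebo and DC101. Mcpt1, a chymase of mucosal MC, was higher in tumor MC, with peritoneal means of 2.72 and 2.14 that cannot be separated from background. Tpsab1, a tryptase gene, had a difference of 2.29 and Ctsg of −3.58. Of 24 pro-angiogenic factors, 16 were higher in tumor MC, among them Hbegf (5.09), Vegfd (4.83), Angpt1 (4.45) and Vegfa (3.69), and 1, Fgf1 (−0.50), was lower, with 17 higher and 1 lower when adjusted over the list alone (camera adjusted p = 5.0e-07, and adjusted p = 0.044 with an estimated correlation). Cell cycle genes were higher, 21 of 23, and 23 when adjusted over the list alone, with Cdk1 at 2.50 (camera adjusted p = 6.7e-15, and adjusted p = 0.045 with an estimated correlation). Of 17 hypoxia genes 12 were higher and 1 lower, with 14 higher and 1 lower when adjusted over the list alone, such as Egln3 at 4.24 (camera adjusted p = 3.9e-08, and adjusted p = 0.065 with an estimated correlation).

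Markers of other cell types differed too. Of 9 fibroblast markers 8 were higher in tumor MC, also when adjusted over the list alone, with Dcn at 4.49 (camera adjusted p = 2.1e-08, and adjusted p = 0.044 with an estimated correlation). All 7 B cell markers were lower in tumor MC, also when adjusted over the list alone, with Cd79b at −6.23 and Ms4a1 at −6.14 (camera adjusted p = 3.1e-09, and adjusted p = 0.065 with an estimated correlation). Of 13 macrophage markers 11 were lower and 1 higher, also when adjusted over the list alone, with Timd4 at −5.24 (camera adjusted p = 4.8e-06, and adjusted p = 0.24 with an estimated correlation). Of 6 eosinophil markers 5 were lower, and 6 when adjusted over the list alone, with Alox15 at −7.02 and Ccr3 at −4.37 (camera adjusted p = 9.7e-06, and adjusted p = 0.045 with an estimated correlation). The lists of immediate early, interferon response, MC activation and matrix genes also lay higher in tumor MC by camera, and those of dendritic cell and neutrophil markers lower. Of these 6, only the immediate early genes passed with an estimated correlation (adjusted p = 0.045). The olfactory receptors, a control list, passed at the same level, lower in tumor MC with a median of −0.08 (camera adjusted p = 0.071, and adjusted p = 0.044 with an estimated correlation), so an adjusted p of this size with an estimated correlation is weak evidence for any list here. Among the 35 splits of the 8 arrays into 4 and 4, only 1, the real one, called as many clusters for tumor against peritoneal MC in a fit of 2 groups (6189, and 0 in the highest of the other splits). Every other split mixes both tissues in each group, so the tissue difference widens its spread and holds down its calls. The gap between 6189 and 0 is therefore no measure of how firm the count is. A share of 1 in 35 is the smallest the design can give and does not exclude chance, and chance between mice was not tested.

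The RNA of mediators that the paper follows in later experiments was measured in the same MC. For Fgf1, Fgf2, Csf2 and Hgf the paper's measures are of free or secreted protein, whose release these RNA values do not test. In tumor MC, the log2 fold change with DC101 was −0.05 for Fgf1, −0.28 for Fgf2, −0.53 for Csf2, which encodes GM-CSF, −0.54 for Hgf and 0.06 for Vegfa, and none passed. In peritoneal MC, Hgf rose by 1.39 on the log2 scale (SE 0.23, limma adjusted p = 0.014), while Fgf1 (0.08), Fgf2 (−0.68), Csf2 (−0.84) and Vegfa (−0.09) did not pass. Of the 24 pro-angiogenic factors, 0 passed limma's contrast in tumor MC (1 at an unadjusted p under 0.05, 0 by the nested F-test) and, in peritoneal MC, Hgf rose and Angpt1 fell by 1.61, with the same counts when adjusted over the list alone (camera adjusted p = 0.94 in tumor MC and 0.15 in peritoneal MC).

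Itga2 and Mcpt8, which both mark basophils, went opposite ways in both compartments. Of 7 basophil markers, 1 rose and 1 fell in peritoneal MC, with 2 higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.72), and in tumor MC 0 passed limma's contrast (2 at an unadjusted p under 0.05, 1 by the nested F-test, Mcpt8, which the study picked), with 1 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.44). In tumor MC, small nucleolar RNAs were shifted upward, with 53 of 63 positive and a median of 0.37, where 0 passed limma's contrast over all genes (16 at an unadjusted p under 0.05, 0 by the nested F-test) or adjusted over the list alone (camera adjusted p = 1.3e-10, and adjusted p = 0.0498 with an estimated correlation). The 435 microRNA genes had a median of 0.05, with 0 passing limma's contrast over all genes or adjusted over the list alone, 37 at an unadjusted p under 0.05 and 3 called by the nested F-test (Mir186, Mir5098 and Mir196a-1; camera adjusted p = 0.032, and adjusted p = 0.34 with an estimated correlation). In peritoneal MC, 1 of 9 fibroblast markers fell (Dcn), with 2 lower when adjusted over the list alone (camera adjusted p = 0.031, and adjusted p = 0.24 with an estimated correlation). Of 45 ribosomal protein genes 1 fell there, as when adjusted over the list alone (camera adjusted p = 0.0061, and adjusted p = 0.14 with an estimated correlation).

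DC101 against placebo over both compartments called 0 clusters at adjusted p in limma, with 2362 at an unadjusted p under 0.05. With 0 in the real split, all 34 splits of the 8 arrays with compartment in the model reach this count whatever the data hold. The highest of the other splits also called 0, so the splits decide nothing here.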
